A study of Mus musculus with 8 samples.

How the data were processed

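RNA was sequenced from primary mouse macrophages in 8 libraries, which the labels place in 3 groups: 3 wild-type libraries (WT), 3 libraries labelled LysM-DKO and 2 libraries labelled ABCG1KO. The design text of the series speaks of macrophages with an epsin double knockout where the sample labels write LysM-DKO, and both names were taken to mean the same group. All mice were on a normal diet. RNA was extracted with a column kit that included a step against genomic DNA, per the labels' protocols, and was sequenced by a commercial provider. Neither the labels nor the files state the sex of the mice, the tissue the macrophages came from, the sequencing date or the read length.

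The deposited values were raw counts per gene symbol from htseq-count, one file per library, as the counter lines at the end of each file show. The labels and files name no aligner, genome build, annotation, strand setting or program version. Where the strand setting is not known, genes that overlap another gene on either strand are uncertain. Each file listed 24421 gene symbols and 5 special lines, which count reads that the counter gave to no gene. These special lines were kept out of library sizes and tests. Reads aligned to several loci made up 2.94% of the counted reads in WT, 2.80% in LysM-DKO and 6.84% in ABCG1KO. Reads outside annotated genes made up 5.29%, 5.44% and 12.0%, and reads that overlapped several genes made up 0.928%, 0.880% and 0.640%.

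The counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups as given, which left 13821 genes, and 6588 symbols had no count in any library. Library sizes were scaled with TMM factors. All 8 libraries entered a single quasi-likelihood fit with a term for each group and no covariate, so that the group of 2 libraries shared the estimate of the spread. The fit had 5 residual degrees of freedom and a median of 3.33 prior degrees of freedom, and the biological coefficient of variation was 36.1%. Each pair of groups was compared by the quasi-likelihood F test, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 over all genes tested. CPM values are counts divided by the TMM-scaled library size and given on the usual scale of that name. Errors beside CPM values are standard deviations over the libraries of a group, and errors beside log2 fold changes are standard errors (SE).

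The fit was tested on simulated data, with counts drawn for the real genes from the real means and library sizes and 200 genes changed by a known fold, in 3 simulations for each fold. In the comparison of LysM-DKO with WT, 21.7% of genes changed 2-fold were recovered among 13550 genes tested. For genes changed 4-fold, 76.3% were recovered among 13560 genes tested, with a mean of 12 false calls. In the comparison of ABCG1KO with WT, the shares were 3.83% and 76.5%. In these simulations, with 200 changed genes, a change of 2-fold was thus mostly not called.

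The depth was 29567615 to 41888516 counts in genes per library. A count of 0 allows up to 3 counts, which corresponds to 0.0716 to 0.101 CPM before scaling. This limit covers counting error only, because reads without molecular identifiers are not independent molecules. Where every library of a group held at most 3 counts, the levels of named genes are given in place of a fold change. List medians with members at the floor set to their bounds use the same limit for every group.

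The following choices were made before the data were examined: the groups, the test, the threshold, the alternatives other than those named as added, the gene lists, and the rule for naming genes. Epn1, Epn2, Abcg1 and Lyz2 are named in every comparison. Among called genes whose groups do not overlap in CPM and whose mean is at least 10 CPM, the 5 with the largest rise and the 5 with the largest fall are named. From each gene list, at most 5 members called against WT, by adjusted p-value, may be named. Lyz1, Epn3, Apoe, the sex-linked genes and the family of ribosomal protein genes fall outside this rule or were singled out after their values were seen.

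Gene lists were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation of 0.01 between genes. The p-values were adjusted by Benjamini-Hochberg over 57 tests, 19 lists in 3 comparisons. Epn1, Epn2 and Abcg1 were left out of the lists, and a list needed at least 5 tested genes. The rotation test fry and camera with a correlation estimated for each list were computed beside it. Some genes stand in more than one list. A further list of 5 sex-linked genes was described and not tested.

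The effects of both knockouts share the WT libraries, so the correlation of these effects across genes was set against 20 simulations in which all 8 libraries were drawn from the WT means. An earlier version of the simulation kept the WT libraries as they were and drew only the other libraries. It gave a Spearman rho of -0.0224 to 0.0137. It was replaced, after its result had been seen, because it treats the WT means as free of error and so removes the shared chance values that the simulation is meant to measure. The correlation was also computed with different WT libraries for each effect, in 6 rotations.

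Positions, gene names and shared sequence were taken from GENCODE release M21 on the mouse assembly GRCm38. Because the build behind the counts is not stated, positions were used only for distances between genes and no coordinates are given. Of the symbols, 23376 matched by name, 670 by an older name and 375 did not match. Shared sequence is the percentage of a gene's 50-base stretches that also occur in transcripts of another locus, from a sample of 1 in 8 such stretches, and 22861 symbols had a value.

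The alternatives were RLE factors, scaling by library size only, no filter, a filter of at least 10 counts in every library, DESeq2 1.42.0, a fit of only the groups compared, a block for the replicate number, a 2-fold minimum change, and leaving out each library in turn. Alternatives added after the data were seen were a fit of genes with under 1% shared sequence, and offsets that remove each library's trend with GC content and transcript length. All other splits of the 6 WT and LysM-DKO libraries into 3 and 3 were fitted, which gives 10 splits with the real one. No library was left out of the reported comparisons. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.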

Results

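Transcript levels were measured by RNA sequencing in mouse macrophages from wild-type mice (WT, 3 libraries), from mice labelled LysM-DKO (3 libraries) and from mice labelled ABCG1KO (2 libraries), all on a normal diet. Epsins are adaptor proteins of clathrin-mediated endocytosis, encoded by Epn1, Epn2 and Epn3. ABCG1, encoded by Abcg1, is a transporter that moves cholesterol out of cells. The study asked how loss of epsins in macrophages bears on lipid metabolism and on cholesterol efflux through ABCG1. Counts in genes ranged from 29567615 in ABCG1KO 1 to 41888516 in LysM-DKO 1. The 10 most abundant genes took 12.3% to 18.7% of the counts of a library.

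Libraries of the same group were similar without being repeats of each other. Spearman correlations across genes were 0.967 to 0.981 within groups, and genes are not independent replicates in such a correlation. Every pair of libraries in a group differed by far more than sampling noise, with a chi-square per degree of freedom of 86.9 to 161. Correlations between groups were 0.964 to 0.980 for WT with LysM-DKO and 0.904 to 0.939 for either group with ABCG1KO. WT 3 correlated more closely with LysM-DKO 1 (0.980) than with WT 1 (0.977) or WT 2 (0.979). In a principal component analysis of the 500 most variable genes, the first component carried 63.0% of the variance and the second 13.5%.

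**Figure D1:**
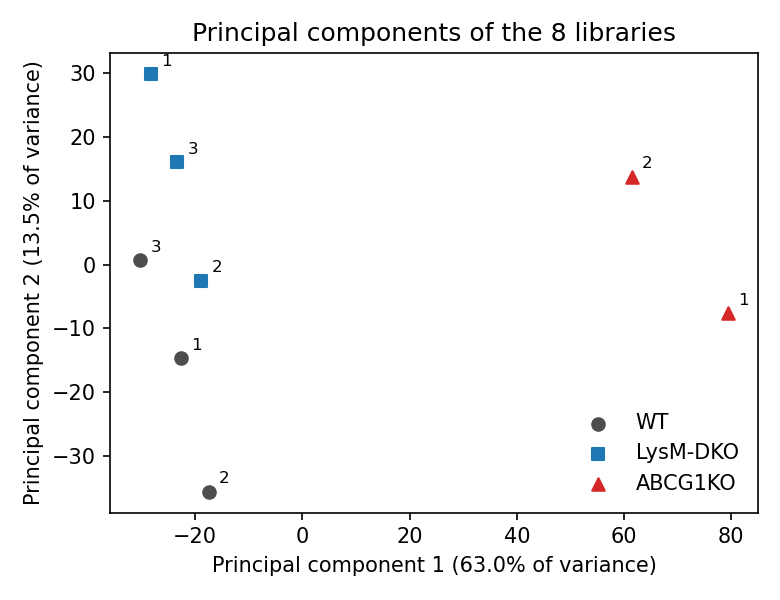
Scores of the 8 libraries on the first and second principal components of log2 CPM over the 500 most variable genes, 1 point per library, coloured by group. The first component (63.0% of the variance) separates both ABCG1KO libraries from the other 6.

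Sex-linked transcripts differed within and between groups. Xist, which is transcribed from the inactive X chromosome in females, was at 79.1 to 200 CPM in the 3 WT libraries and at 265 and 254 CPM in LysM-DKO 2 and 3. LysM-DKO 1 had 2 Xist counts and both ABCG1KO libraries had 0. The Y-linked gene Ddx3y was at 81.6 CPM in LysM-DKO 1 and at 94.8 and 92.6 CPM in the ABCG1KO libraries, while the other libraries had at most 2 counts. Eif2s3y, Kdm5d and Uty followed the same split, with 30.5, 22.1 and 24.3 CPM in LysM-DKO 1 and no counts in the 3 WT libraries or in LysM-DKO 2 and 3. All WT libraries thus carried the female pattern and both ABCG1KO libraries the male pattern, so that sex and genotype cannot be told apart in the comparison of ABCG1KO with WT.

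The genes that the genotypes name were examined first. Epn1 was at 208 ± 19.6 CPM (SD, n = 3) in WT, 169 ± 14.1 (n = 3) in the libraries labelled LysM-DKO and 169 ± 18.9 (n = 2) in ABCG1KO. Its log2 fold change in LysM-DKO against WT was -0.30 (SE 0.134, adjusted p 0.430, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which corresponds to 81.1% of the WT level and was not past the threshold. Epn2 was at 7.34 ± 2.08 CPM (n = 3) in WT and 8.40 ± 4.20 (n = 3) in LysM-DKO, a log2 fold change of 0.20 (SE 0.362, edgeR adjusted p 0.852 after Benjamini-Hochberg). The direction for Epn2 rested on single libraries, as it was -0.31 without LysM-DKO 2 and -0.02 without WT 3. Epn3 had at most 5 counts in any library. The Epn1 values of the groups did not overlap (155 to 183 CPM in LysM-DKO and 191 to 230 in WT), but most of the transcript remained, and every direction given for the libraries labelled LysM-DKO rests on that label. The counts are summed over whole genes, so the loss of single exons was not measurable.

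Lyz2, the gene into which LysM-Cre alleles are usually inserted, was at 14620 ± 1428 CPM (SD, n = 3) in WT, 6849 ± 1088 (n = 3) in LysM-DKO and 12824 ± 2245 (n = 2) in ABCG1KO. The log2 fold change in LysM-DKO against WT was -1.09 (SE 0.202), or 46.8% of WT. It was not past the threshold over all genes (edgeR adjusted p 0.173 by Benjamini-Hochberg), whereas adjusted over the list alone, the 4 genes Epn1, Epn2, Abcg1 and Lyz2, the edgeR Benjamini-Hochberg p was 0.00222. It was past the threshold over all genes with DESeq2, at a log2 fold change of -1.12. Lyz2 shares 15.3% of its sequence with other loci and its level is uncertain to that extent. Its close copy Lyz1 also fell, from 593 ± 54.2 CPM to 380 ± 17.1. Adjusted over the list alone, 1 of the 4 genes was past the threshold in LysM-DKO against WT, and 0 over all genes.

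Abcg1 was at 385 ± 34.6 CPM (SD, n = 3) in WT and 66.9 ± 9.16 (n = 2) in ABCG1KO, with 1927 and 3111 counts in the ABCG1KO libraries. The log2 fold change was -2.52 (SE 0.372, edgeR adjusted p 0.00414 by Benjamini-Hochberg), which left 17.4% of the WT level. In the libraries labelled LysM-DKO, Abcg1 was at 346 ± 162 CPM (n = 3), with 524, 306 and 208 CPM in libraries 1, 2 and 3, and differed from WT by less than this spread (log2 fold change -0.15, SE 0.2997, edgeR adjusted p 0.861 by Benjamini-Hochberg). That value was 0.11 without LysM-DKO 3 and -0.60 without LysM-DKO 1. In ABCG1KO against WT, Epn1 changed by -0.30 (SE 0.151) and Lyz2 by -0.19 (SE 0.224), neither past the threshold, and the sign for Lyz2 was positive (0.04) when libraries were scaled by size only. Epn2 was higher in ABCG1KO, at 18.5 ± 0.0510 CPM (n = 2), with a log2 fold change of 1.34 (SE 0.398, edgeR adjusted p 0.0551 by Benjamini-Hochberg) that passed the threshold under library size only, in the fit of both groups alone and with DESeq2. Adjusted over the list alone, Abcg1 (edgeR, Benjamini-Hochberg, 0.000469) and Epn2 (0.0187) were past the threshold in this comparison.

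**Figure D2:**
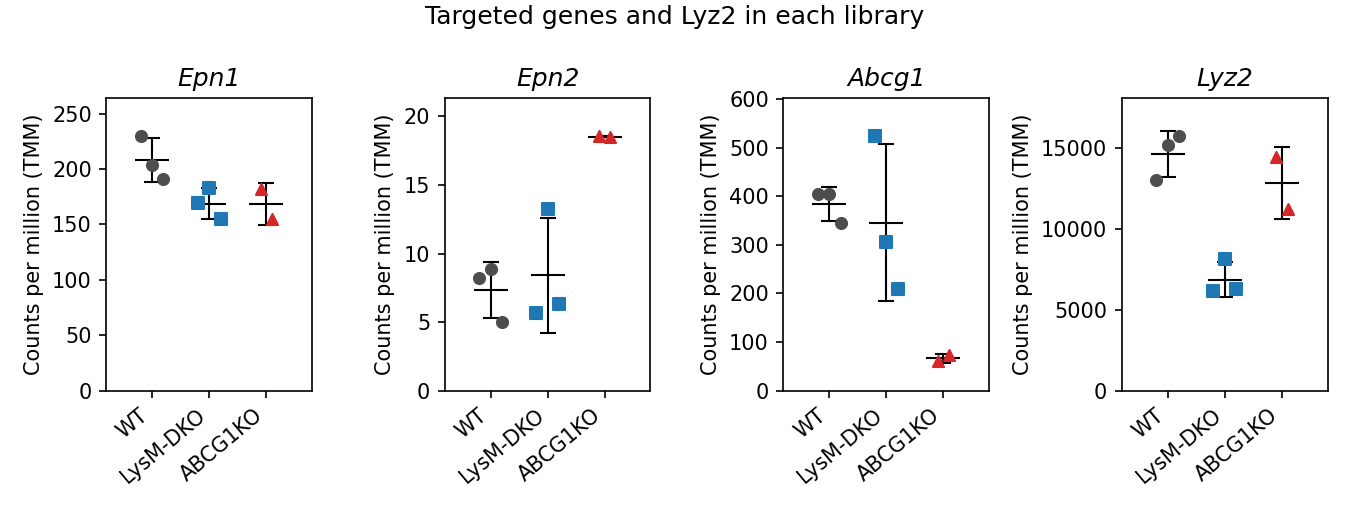
CPM of Epn1, Epn2, Abcg1 and Lyz2 in each library (points), with a horizontal line at the group mean and error bars of 1 SD (3 WT, 3 LysM-DKO and 2 ABCG1KO libraries). Abcg1 falls from a mean of 385 CPM in WT to 66.9 in ABCG1KO, and Lyz2 from 14620 in WT to 6849 in LysM-DKO, while Epn1 goes from 208 in WT to 169 in LysM-DKO and the Epn2 points of both groups overlap.

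The comparison of LysM-DKO with WT asks which transcripts change where epsins are deleted, as far as the label holds. Of 13821 genes, 5 were called, 3 higher and 2 lower, and 1611 had an unadjusted p under 0.05. All 5 changed at least 2-fold. DESeq2 moved this count most, to 299 genes (111 higher and 188 lower) that included the 5. Hal rose by 5.61 on the log2 scale (SE 0.569), from 2.81 ± 1.72 CPM to 137 ± 29.2, with an edgeR Benjamini-Hochberg adjusted p of 0.0430. Cacna1a rose by 2.15 (SE 0.242) and BC022687, whose shared sequence could not be measured, by 2.64 (SE 0.296). Qpct fell by 5.03 (SE 0.421), from 133 CPM to 4.08 ± 1.68, with an edgeR Benjamini-Hochberg adjusted p of 0.0279, and Cdkn1c fell by 1.91 (SE 0.199). Each of the 5 separated the groups without overlap. Such separation was seen for 2902 genes (20.997%), where chance gives 10% for 3 libraries against 3. The calls depended on single libraries: 0 genes were called without WT 2, LysM-DKO 2 or LysM-DKO 3, 2 without WT 1 (0 of the 5 among them), 2 without LysM-DKO 1 (1 of the 5) and 6 without WT 3 (3 of the 5). With GC content and length corrected 0 genes were called, Hal was not called without a count filter (5.60), and Cacna1a (2.15) and BC022687 (2.64) were not called with at least 10 counts in every library. The 5 genes kept their direction in each of these fits.

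In ABCG1KO against WT, which asks for the effect of losing the transporter, 2216 genes were called, 996 higher and 1220 lower, and 1401 of these changed at least 2-fold. Scaling by library size only, under which the median log2 fold change of all genes was 0.25 (0.01 with TMM), turned the split into 2074 higher and 856 lower. DESeq2 called 3239 genes. Between 1186 and 1372 genes were called when a WT library was left out, the lowest without WT 2. The largest rise was in Alox15, by 9.45 on the log2 scale (SE 1.60, edgeR Benjamini-Hochberg adjusted p 0.00886), to 885 and 135 CPM from a WT mean of 0.734. Marco rose by 9.36 (SE 2.00), Hp by 8.13 (SE 0.866), Adgre4 by 7.66 (SE 0.998) and Prg4 by 7.64 (SE 1.26). The size of these rises depended on which ABCG1KO library was used. Without ABCG1KO 1, Alox15 rose by 7.52, Marco by 8.72, Hp by 6.54, Adgre4 by 5.78 and Prg4 by 5.42. Without ABCG1KO 2, the rises were 10.24 for Alox15, 8.85 for Hp, 8.44 for Adgre4 and 8.47 for Prg4. The call of Marco was lost without a count filter (9.35) and in each fit that left out a WT library, the latter with log2 fold changes of 8.77 (without WT 3) to 10.47 (without WT 2).

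The largest falls in ABCG1KO were in genes that share sequence with other loci, and their levels are uncertain for that reason. Mir692-1 had 0 counts in both ABCG1KO libraries and was at 49.7 ± 5.29 CPM (n = 3) in WT. Rpl23a changed by -9.84 on the log2 scale (SE 0.936, shared sequence 50.5%), Itgad by -9.50 (SE 1.49, 9.69%), Rps29 by -8.71 (SE 0.396, 20.2%) and Gapdh by -8.55 (SE 0.653, 22.7%). Rpl23a and Itgad had 0 counts in ABCG1KO 2, and without ABCG1KO 2 the values were -8.72 for Rpl23a and -8.36 for Itgad. Without ABCG1KO 1 the values were -9.51 for Rps29 and -9.33 for Gapdh. Gapdh was at 1312 CPM in WT and 3.52 ± 2.08 in ABCG1KO. Among genes with no shared sequence, 14.03% were called, and 45.3% of these calls were lower. Among genes with 20% to 50% shared sequence, 47.4% were called, of which 154 of 166 were lower, and the median log2 fold change was -1.03. Among the 125 genes with over 50% shared sequence, 54.4% were called, 47 lower and 21 higher, so that rises were frequent there too. Among ribosomal protein genes the fall was also larger where more sequence was shared, but only up to the class of 10% to 20%. The median was -1.03 for the 14 genes with 5% to 10% shared sequence and -4.67 for the 23 with 10% to 20%. The 39 with over 20% shared sequence had a median of -4.66 (-4.65 with RLE factors and -4.42 with library size only), and 36 of them were called lower. The 5 with under 5% shared sequence had a median of 0.27 (0.51 with library size only), and 0 of them were called in either direction. In a fit of the 11070 genes with under 1% shared sequence, 1283 were called, 617 higher and 666 lower.

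**Figure D3:**
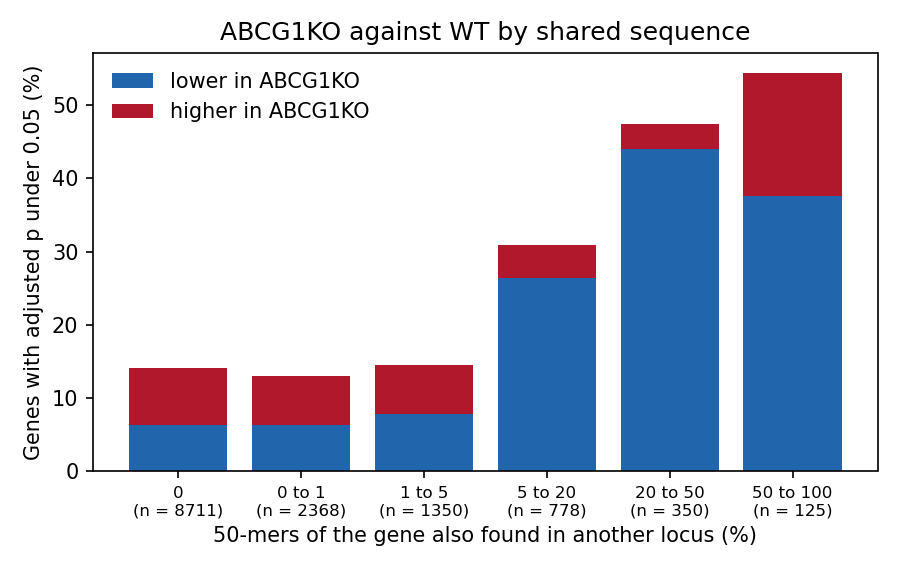
Genes grouped by the percentage of their 50-base stretches that also occur in transcripts of another locus, with the percentage of tested genes called higher and called lower in ABCG1KO against WT in each class. The called share rises from 14.03% of genes with no shared sequence to 47.4% at 20% to 50%, mostly through calls in the lower direction, and to 54.4% over 50%, where 21 of 68 calls are higher.

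The direct comparison of LysM-DKO with ABCG1KO tests whether both groups differ. Of the 13821 genes, 1853 were called, 1073 higher and 780 lower in LysM-DKO. With library size only the split was 877 higher and 1018 lower, and 1020 genes were called among those with under 1% shared sequence. When a LysM-DKO library was left out, 943 (without LysM-DKO 1) to 1387 (without LysM-DKO 3) genes were called. The genes with the largest differences were mostly those named for ABCG1KO against WT. Mir692-1 was at 26.0 ± 6.07 CPM (n = 3) in LysM-DKO, with 0 counts in ABCG1KO. Rpl23a was higher in LysM-DKO by 9.44 on the log2 scale, Rps29 by 8.29, Gapdh by 8.26 and Cd300lh, with 85.96% shared sequence, by 7.83. Alox15 was lower by a log2 fold change of -9.18, Saa3 by -7.73, Hp by -7.61, Adgre4 by -7.55 and Prg4 by -7.41. The call of Saa3 was lost without a count filter (-7.72), without LysM-DKO 2 (-8.10) or without LysM-DKO 3 (-8.13). Without ABCG1KO 1, the values were -7.29 for Alox15, -6.63 for Saa3, -6.05 for Hp, -5.68 for Adgre4 and -5.22 for Prg4, and 9.07 for Rps29 and 9.01 for Gapdh. Without ABCG1KO 2, they were -9.97 for Alox15, -8.35 for Saa3, -8.34 for Hp, -8.34 for Adgre4 and -8.24 for Prg4, and 8.56 for Cd300lh and 8.32 for Rpl23a. Alox15 was at -11.99 without LysM-DKO 2 and Adgre4 at -8.34 without LysM-DKO 3. Abcg1 was higher in LysM-DKO by 2.37 (SE 0.369), Epn1 was equal (0.00, SE 0.149) and Epn2 was lower (-1.14, SE 0.397). Lyz2 was lower in LysM-DKO by -0.90 (SE 0.220, edgeR Benjamini-Hochberg adjusted p 0.0336), a call lost without LysM-DKO 1 (-0.86) or LysM-DKO 3 (-0.84), in the fit of both groups alone (-0.91) and with GC content and length corrected (-0.84). The Epn2 difference was called only with DESeq2 and without LysM-DKO 2 (-1.65).

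Gene lists for lipid handling, macrophage states and other cell types were compared between LysM-DKO and WT with camera at a preset correlation. Of 19 lists, 5 were past the threshold, all lower in LysM-DKO, but 7 of the 10 splits of the 6 libraries into 3 and 3 gave at least as many lists. The sterol synthesis list had a median log2 fold change of -0.57, with 23 of 25 members lower (camera adjusted p 2.01e-06 by Benjamini-Hochberg), and its median was -0.36 without WT 1 and -0.92 without LysM-DKO 3. No member was called by itself, and 0 were past the threshold when adjusted over the list alone. The cell cycle list was lower in 21 of 25 members (median -0.91, camera Benjamini-Hochberg adjusted p 0.00202) and was not past the threshold without WT 1 (-0.41) or LysM-DKO 1 (-0.69). Alternative activation was lower in 12 of 14 members (median -0.51, camera Benjamini-Hochberg adjusted p 0.0354). Its median was -0.04 without WT 2 and -1.47 without LysM-DKO 2, and its call was lost in each fit that left out one library other than WT 3 and LysM-DKO 2. The call was also lost with at least 10 counts in every library (-0.41), in the fit of both groups alone (-0.46) and among genes with under 1% shared sequence (-0.43). Its median was -0.43 with members at the floor set to their bounds. B cell markers (-4.01) and mast cell markers (-3.39) were lower at levels mostly under 10 CPM, with WT 2 the highest WT or LysM-DKO library for most members, and their medians were -3.59 and -2.33 with members at the floor set to their bounds. The B cell median was -2.39 without WT 2. The mast cell call was lost without WT 1 (-3.37), WT 2 (-2.52), LysM-DKO 1 (-2.87) or LysM-DKO 3 (-2.86), and the median was -4.16 without LysM-DKO 2 and -1.91 without ABCG1KO 2.

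The lists closest to the question of the study were not past the threshold in LysM-DKO against WT. Cholesterol export and trafficking had a median of -0.15 with 8 of 12 members lower (camera Benjamini-Hochberg adjusted p 0.0583), lipoprotein uptake had a median of 0.48 (0.824) and LXR targets, which respond to cholesterol load, had a median of -0.21 (0.580). The camera adjusted p-values after Benjamini-Hochberg were 0.385 for clathrin endocytosis, 0.690 for the inflammatory list, 0.182 for the interferon response and 0.182 for the unfolded protein response. They were 0.597 for T cell, 0.136 for neutrophil, 0.296 for fibroblast, 0.836 for mesothelial, 0.471 for dendritic cell, 0.438 for resident peritoneal macrophage and 0.820 for monocyte markers. Adjusted over the list alone, 2 members of the cholesterol export list, 2 of the interferon list, 4 of the B cell list and 1 each of lipoprotein uptake, LXR targets, the inflammatory list and the unfolded protein response were past the threshold, against 0 over all genes in each. In the cholesterol export list, Apoe was at 1548 CPM in LysM-DKO 3 and at 11100 to 16120 CPM in the other WT and LysM-DKO libraries.

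In ABCG1KO against WT, 7 of the 19 lists were past the threshold, 2 lower and 5 higher. Sterol synthesis was lower in 24 of 25 members (median -1.20, camera Benjamini-Hochberg adjusted p 8.17e-07), with 14 members called over all genes and 19 adjusted over the list alone. Msmo1 changed by -1.87 (SE 0.265), Lss by -1.62 (SE 0.258) and Dhcr7 by -1.36 (SE 0.221). Idi1 (-2.91) and Fdps (-3.80) share over 15% of their sequence with other loci and are uncertain. The interferon response was lower (median -1.24, camera Benjamini-Hochberg adjusted p 0.0422), and was not past the threshold without WT 2, with a median of -0.26. The inflammatory list was higher (median 1.32, 15 of 20 members, camera Benjamini-Hochberg adjusted p 0.0112) and was not past the threshold without WT 3 (1.00) or with library size only (1.55), and its median was 1.94 without WT 2. Markers of mast cells (4.12), dendritic cells (2.77), resident peritoneal macrophages (1.96) and monocytes (3.04) were higher, with camera Benjamini-Hochberg adjusted p-values of 0.0112, 0.0269, 0.00207 and 0.00202. The dendritic cell call was lost with library size only (3.00) and without WT 3 (2.78), where the mast cell median was 3.53. The monocyte call was lost among genes with under 1% shared sequence (2.22), and mast and dendritic cell markers were at 15.4 CPM or less in every library. Among called members, Adgre1 rose by 1.21 (SE 0.242), Arl4c by 2.11 (SE 0.240), Mylip by 1.89 (SE 0.287) and Cd86 by 3.98 (SE 0.667, and 4.61 without WT 2), and Scarb1 changed by -0.89 (SE 0.180).

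The other lists were not past the threshold in ABCG1KO against WT, with camera Benjamini-Hochberg adjusted p-values of 0.170 for cholesterol export and trafficking (median -0.40), 0.945 for lipoprotein uptake and 0.158 for LXR targets (0.25). The values were 0.158 for alternative activation, 0.417 for the cell cycle, 0.694 for clathrin endocytosis and 0.690 for the unfolded protein response by the same camera test and Benjamini-Hochberg adjustment. For B cell, T cell, neutrophil, fibroblast and mesothelial markers they were 0.310, 0.540, 0.694, 0.0738 and 0.964. Between LysM-DKO and ABCG1KO, 10 lists were past the threshold. Sterol synthesis (0.70) and fibroblast markers (1.45, and not past the threshold at 0.85 without LysM-DKO 3) were higher in LysM-DKO. LXR targets (-0.33), the inflammatory list (-0.45), alternative activation (-0.44), the cell cycle (-1.28) and markers of mast cells (-5.46), dendritic cells (-4.49), resident peritoneal macrophages (-2.87) and monocytes (-3.34) were lower. With members at the floor set to their bounds, the medians were -4.95 for mast and -3.50 for dendritic cell markers. The LXR call was lost without LysM-DKO 2 (-0.36), in the fit of both groups alone (-0.33) and with at least 10 counts in every library (-0.24). With at least 10 counts the calls of alternative activation (-0.11) and monocyte markers (-1.56) were lost too, and among genes with under 1% shared sequence that of monocyte markers (-1.53). Without LysM-DKO 2 the medians were -1.78 for alternative activation, -7.54 for dendritic cell and -4.19 for monocyte markers, and without LysM-DKO 3 the cell cycle median was -1.98.

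The list calls depended on the assumed correlation between genes. Under fry, 0 lists were past the threshold in LysM-DKO against WT (2 at an unadjusted p under 0.05), and the dendritic cell list alone in each of the other comparisons. With the correlation estimated for each list, 0 lists were past the threshold in any comparison, and 0 had an unadjusted p under 0.05.

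**Figure D4:**
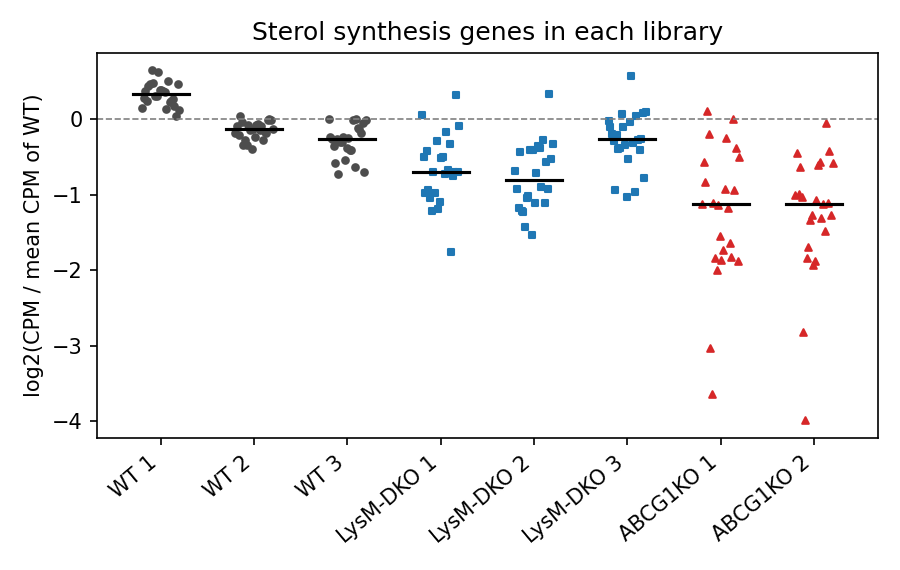
Log2 ratio of the CPM of the 24 members of the sterol synthesis list with sufficient counts to their WT mean, in each of the 8 libraries, 1 point per gene, with black bars at the medians. The medians are 0.34, -0.13 and -0.26 in WT 1 to 3, -0.70, -0.80 and -0.27 in LysM-DKO 1 to 3, and -1.13 and -1.12 in ABCG1KO.

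The log2 fold changes of LysM-DKO and ABCG1KO against the same WT libraries had a Spearman rho of 0.310 (Pearson r 0.325) across 13821 genes, which are not independent replicates. The signs were the same for 61.0% of genes. Unchanged groups drawn from the WT means gave a rho of 0.383 to 0.418 in 20 simulations, and the observed value was not above these. Those groups carry no real difference, whereas 2216 genes were called in ABCG1KO against WT. A difference in ABCG1KO alone would lower the rho that shared controls give, so these simulations cannot decide how much of the observed value they explain. The rho was 0.132 without ABCG1KO 2 and 0.381 without ABCG1KO 1. With different WT libraries for each effect, rho was 0.0894 to 0.238 over 6 rotations, against -0.0245 to 0.0144 for unchanged groups. Of the 5 genes called in LysM-DKO against WT, 3 were also called in ABCG1KO against WT, 2 of them with the same sign.

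Genes within 10 Mb of the targeted genes were tested for an excess of calls. Near Abcg1, 61 of 364 genes were called in ABCG1KO against WT (16.8%), against 16.04% elsewhere (odds ratio 1.05, two-sided Fisher's exact p 0.718). Near Epn1 or Epn2, 0 of 337 genes were called in LysM-DKO against WT, and 37 had an unadjusted p under 0.05 (10.98% against 11.7% elsewhere, two-sided Fisher's exact p 0.796).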

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

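All tests in this part were chosen after the result was seen, except the test of reads lost by genes with shared sequence.

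Reads aligned to several loci made up 6.84% ± 0.135 (SD, n = 2) of the counted reads in ABCG1KO, against 2.94% ± 0.0955 (n = 3) in WT and 2.80% ± 0.190 (n = 3) in LysM-DKO. These reads are outside the gene counts, and their share drew attention because it was above the control level. Genes with at least 5% shared sequence held 14.2% of all counted reads in WT and 8.21% in ABCG1KO. This loss of 5.94 percentage points is more than the 3.89 points by which the share of multiply aligned reads rose. Both are shares of all counted reads. The loss is large enough to supply the rise, but the share of these genes was also lower in LysM-DKO (12.3%), where multiply aligned reads did not rise, so a lower share alone does not show where the reads went. A called fall was more frequent among genes with at least 1% shared sequence than among the others (odds ratio 3.61), and a called rise was not (0.791), though among genes with over 50% shared sequence 21 of 68 calls were rises. A candidate explanation is that reads with several possible loci were aligned or kept differently in the ABCG1KO libraries. Lower expression of the ribosomal protein genes as a family is argued against by the 5 such genes with under 5% shared sequence, whose median log2 fold change was 0.27, against -4.66 for those with over 20% (0.51 and -4.42 with library size only). Gapdh, Rps29, Rpl23a and similar genes may therefore be low in ABCG1KO for technical reasons.

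Reads outside annotated genes made up 12.005% ± 2.58 (SD, n = 2) in ABCG1KO, against 5.29% ± 0.890 (n = 3) in WT and 5.44% ± 0.967 (n = 3) in LysM-DKO, again above the control level. Genomic DNA in the libraries would also put counts on silent genes. Of 2549 protein-coding genes with 0 counts in every WT and LysM-DKO library and under 1% shared sequence, at most 7.30% had a count in an ABCG1KO library. An even spread of the excess reads over the genome would give at least 54.7%, with the rate halved in case the counting used strand. This argues against genomic DNA as the whole source of the excess. A separate batch of library preparation, sequencing or alignment could also give such a share. The labels give no batch, and no library of another genotype shares this profile, so that batch and genotype cannot be told apart for the ABCG1KO libraries. No biological explanation was tested for either share.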

How the results depend on the processing

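The fits of genes with under 1% shared sequence and the correction for GC content and length were chosen after the data were seen.

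The number of genes called in LysM-DKO against WT was 5 with RLE factors, with library size only and with a 2-fold minimum. It was 3 with at least 10 counts in every library, 8 in the fit of both groups alone (the 5 included), 0 with GC content and length corrected (1459 at an unadjusted p under 0.05), and 299 with DESeq2 (the 5 included). Across the 6 fits that each left out one library it was 0 to 6. The cause of these differences was not tested, and the last fits also have fewer libraries. In ABCG1KO against WT, 1401 of the 2216 genes changed at least 2-fold, and 1283 were called among genes with under 1% shared sequence, where fewer genes were tested. The count was 1186 to 1372 across the 3 fits that each left out one WT library. In LysM-DKO against ABCG1KO, 1216 of the 1853 genes changed at least 2-fold, 948 were called in the fit of both groups alone, 1020 among genes with under 1% shared sequence, 2982 with DESeq2, and 943 to 1387 across the 3 fits that each left out one LysM-DKO library. No call was counted where ABCG1KO was left with 1 library.

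The libraries of the groups share replicate numbers. Samples with the same number did not all deviate together: the correlations of their deviations from the group means were 0.0413, 0.426 and -0.0145 for WT and LysM-DKO (numbers 1 to 3), 0.197 and -0.0917 for LysM-DKO and ABCG1KO, and -0.0676 and -0.0480 for WT and ABCG1KO (numbers 1 and 2). With the replicate number as a block, 0 genes were called in LysM-DKO against WT (1520 at an unadjusted p under 0.05), 1456 in ABCG1KO against WT and 1024 in LysM-DKO against ABCG1KO. Among the named results, 20 calls of single genes and 3 of lists were lost with the block, among them Lyz2, LXR targets and alternative activation in LysM-DKO against ABCG1KO and dendritic cell markers in ABCG1KO against WT.

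With library size only, the median log2 fold change of all genes was 0.17 in LysM-DKO against WT and 0.25 in ABCG1KO against WT (0.02 and 0.01 with TMM). This scaling changed the split of calls to 2074 higher and 856 lower in ABCG1KO against WT (996 and 1220 with TMM), and to 877 and 1018 in LysM-DKO against ABCG1KO (1073 and 780 with TMM).

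Abcg1 in ABCG1KO against WT kept its direction under each alternative, with log2 fold changes of -2.68 to -2.40 over the 5 fits that each left out one library. Epn1 in LysM-DKO against WT was -0.38 to -0.23 over 6 such fits and was not past the threshold in any. It was -0.15 with library size only and -0.20 with GC content and length corrected. Lyz2 in LysM-DKO against WT was -1.25 to -1.03 over the 6 fits that each left out one library. It was -0.94 with library size only and -0.96 with GC content and length corrected, and passed the threshold only with DESeq2 (-1.12). The cause was not tested. Epn2 in LysM-DKO against WT ranged from -0.31 (without LysM-DKO 2) to 0.40 (without LysM-DKO 1) and was -0.02 without WT 3. Abcg1 in LysM-DKO against WT was -0.60 without LysM-DKO 1 and turned to 0.11 without LysM-DKO 3, and Lyz2 in ABCG1KO against WT to 0.044 with library size only, which shifts all genes upward. Epn1 in LysM-DKO against ABCG1KO was 0.00 and took the other sign at -0.027 with RLE factors, -0.082 with library size only, -0.018 with at least 10 counts in every library, -0.0054 in the fit of both groups alone and -0.027 with DESeq2. It was -0.10 to 0.11 over the fits that each left out one library, with -0.02 without LysM-DKO 1, -0.08 without LysM-DKO 2 and -0.10 without ABCG1KO 2. Each of these values is smaller than the standard error of 0.149 of the reported value. Leaving out Epn1, Epn2 and Lyz2 in LysM-DKO against WT and Abcg1 in ABCG1KO against WT, which are described above, 1050 values were computed for the other 78 results of named genes: 873 were the same in direction and call, 112 kept the direction and lost the call, 5 gained a call, 50 moved by more than the spread, and 10 reversed.

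The number of lists past the threshold in LysM-DKO against WT was 5 in the reported test, 7 with library size only and 6 without a count filter. It was 2 with at least 10 counts in every library, where fewer lists could be tested, and 3 in the fit of both groups alone. This number was 0 under fry (2 at an unadjusted p under 0.05) and 0 with estimated correlations (0 unadjusted). Over the fits that each left out one WT or LysM-DKO library it was 3 to 7. In ABCG1KO against WT it was 1 under fry, 0 with estimated correlations (0 unadjusted) and 5 to 8. In LysM-DKO against ABCG1KO it was 5 with at least 10 counts, 1 under fry, 0 with estimated correlations (0 unadjusted) and 9 to 11. Over 22 list results, 257 of 330 values were the same and 73 lost the call, with 0 reversals.

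The correlation of both knockout effects was 0.343 among genes with at least 10 counts in every library, 0.311 with RLE factors and 0.302 among genes with under 1% shared sequence. It was 0.132 to 0.381 over the 8 fits that each left out one library. With different WT libraries for each effect, it was 0.140, 0.174 and 0.186 with LysM-DKO set against WT 1, 2 or 3, and 0.238, 0.191 and 0.0894 with LysM-DKO set against WT 2 and 3, 1 and 3, or 1 and 2. These lie above the values of unchanged groups compared in the same way, while the value with shared WT libraries does not. The odds ratio of a call near Abcg1 was 1.25 within 5 Mb and 1.02 within 20 Mb.

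Depth limits the list and single-gene results at the low end, where B cell, mast cell and dendritic cell markers had few counts. In LysM-DKO against WT, a 2-fold change was recovered for 21.7% of simulated genes, a 4-fold change for 76.3% and a 16-fold change for 92.8%.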

Other observations

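All tests in this part were chosen after the result was seen, except the thinning of the libraries to equal depth.

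In the libraries labelled LysM-DKO, Epn1 was at 81.1% of WT and was not past the threshold. With TMM scaling, Epn1 was lower in each of them than in every WT library. Its log2 fold change was -0.30 with TMM and -0.15 with library size only. Epn1 was at 81.05% of WT in ABCG1KO as well, so a fall of this size was not specific to the LysM-DKO label. Epn2 was at 114.5% of WT in LysM-DKO. Lyz2 fell to 46.8% of WT (Benjamini-Hochberg adjusted p 0.00222 over the list of targeted genes alone in edgeR, 0.173 over all genes). Reads moved from Lyz2 to its copy Lyz1 would raise Lyz1, which fell instead (log2 fold change -0.64, SE 0.138). A fall of Lyz2 to near 46.8% of WT in all 3 libraries is what 1 inserted allele might give, though no allele was genotyped here. Lyz1 is not the gene of the usual LysM-Cre insertion and fell as well. A fall of Lyz2 in mice without the insertion therefore stays open. It stays open whether the deletion leaves most of each transcript in place to be counted. Counts per gene hold no exon that could decide this, and a low rate of deletion in these cells could give the same values.

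The 5 genes called between LysM-DKO and WT were matched by no other split: 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the others gave 0. With 3 libraries against 3, this share cannot be under 10%, so that a chance division of the libraries cannot be told apart from a genotype effect by this count. For the lists, 7 of the 10 splits gave at least 5 lists past the threshold, and another split gave 11. The genes with the smallest p-values were also examined for strain segments, which could place them near each other. Among the top 100, 51 pairs lay 1 to 10 Mb apart against a median of 41 in random sets (permutation p 0.121), which neither shows such segments nor excludes small ones.

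Genes of sterol synthesis were lower in both knockout groups, with medians of -0.57 in LysM-DKO and -1.20 in ABCG1KO. Reads shared with other loci are argued against by the 18 members with under 1% shared sequence, whose medians were -0.45 and -1.08. A trend with GC content or length is argued against by medians of -0.59 and -1.26 after both trends were removed, and the male library in LysM-DKO by a median of -0.50 without it. WT 1 was the highest library, and the LysM-DKO median was -0.36 without it and -0.92 without LysM-DKO 3, the lowest and highest falls over these fits. With 2 WT libraries left, an unusual WT 1 and a genotype effect cannot be told apart for LysM-DKO. In ABCG1KO, the median log2 ratios of 24 members to the WT mean were -1.13 and -1.12. They were -0.13 in WT 2 and -0.26 in WT 3. These values argue against a high WT 1 as the whole cause of the fall in ABCG1KO. The members vary together between libraries: the list passed the threshold in 7 of the 10 splits, and under fry its adjusted p was 0.171 in LysM-DKO and 0.0554 in ABCG1KO (limma, Benjamini-Hochberg). This is consistent with a shared response to culture or handling as well as with genotype, and the list calls between LysM-DKO and WT are no firmer than that.

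The difference between ABCG1KO and WT did not rest on genes with shared sequence alone. In a fit of genes with under 1% shared sequence, 1283 genes were called, 1601 with GC content and length corrected and 1264 after every library was thinned to the lowest total. These values argue against reads with several loci, a GC or length trend, and lower depth as the whole cause. Donor strain sequence around Abcg1 would gather calls there. The odds ratio within 10 Mb was 1.05 (two-sided Fisher's exact p 0.718), so no such gathering was seen. Only 364 tested genes lay there, so this test cannot decide the source of most of the 2216 calls. For segments elsewhere, 38 pairs among the 100 genes with the smallest p-values lay 1 to 10 Mb apart. Random sets had a median of 41 (permutation p 0.679), which does not exclude small segments. Sex stays open. In the fit of genes with under 1% shared sequence, 39 calls lay on X or Y. These were 3.04% of the calls in that fit, and 3.15% of the other genes tested lay on X or Y. Effects of sex on other chromosomes still cannot be told apart from genotype. Every WT library is female in pattern and both ABCG1KO libraries are male. LysM-DKO 1, also male in pattern, lay with the female libraries on the first principal component (-28.2, against 79.4 and 61.4 for ABCG1KO) and had Adgre1 at 425 CPM. This speaks against sex as the main source, but 1 library of another genotype does not exclude it. A separate batch could also account for the calls, given the 12.005% of reads outside annotated genes against 5.29% in WT. Another mix of macrophages or other cells is a further candidate explanation: 8 of 11 markers of resident peritoneal macrophages were higher in both ABCG1KO libraries than in every WT library. The labels name no tissue of origin. Adgre1, the most abundant of these markers, was at 1399 CPM in ABCG1KO and 606 in WT. Members of the monocyte list, among them Fn1, were higher as well. Fn1 was already at 1110 CPM in WT, so its rise does not by itself point to monocytes. Loss of ABCG1, sex, batch and cell mix cannot be told apart for these genes.

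The effects of both knockouts against the same WT libraries correlated at 0.310, under the 0.383 to 0.418 of unchanged groups. Those groups carry no real difference, and a difference in ABCG1KO alone would lower the rho that shared WT libraries give. How much of the 0.310 comes from chance values of the shared WT libraries is therefore not decided. With different WT libraries for each effect, no controls are shared, so that these values are no test of shared controls. The lowest rho there was 0.0894, above the highest value of 0.0144 for unchanged groups. A weak common component may exist, and nothing here shows whether it is genotype, culture or batch of the WT libraries.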
